A study of Homo sapiens with 20 samples. Its data were reported in "Gene regulation by convergent promoters" (2025).

How the data were processed

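CAGE–seq libraries were prepared from MCF-7, U2OS and RPE-1 cells treated with DMSO or 10 µM Nutlin-3a for 24 h, giving 20 libraries, 8 for MCF-7 and 6 for each of the other lines. According to the study's methods and the submitters' processing notes, the authors checked reads with FastQC 0.11.9, trimmed them with Trimmomatic and cutadapt 2.10, removing an added leading G, corrected sequencing errors, aligned them to hg38 with segemehl, kept unique alignments with SAMtools 1.12, separated strands and called peaks with PEAKachu in its adaptive mode on all replicates. Nearby peaks of one strand were merged with bedtools 2.30.0, and the smallest gap left between peaks of one strand was 51 bp in each list. Expression per peak was not used here.

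The deposited files are peak lists with a start and an end position and a strand for each peak, 1 list per line and strand, in which both treatments and all replicates are joined. The score that the authors deposited with each peak is 0 throughout and holds no measurement, so that the planned test on scores had nothing to test. No counts per library were used, so no test of Nutlin-3a against DMSO was made, depth per library is unknown, and peaks could not be weighted by expression or traced to a replicate. A deeper list can hold more weak peaks, and merging of nearby peaks sets a lower limit on the spacing of starts on one strand. The labels give one sequencing description for all libraries, while the study's methods name several instruments and read lengths without assigning them to lines.

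Chromosome names and ends in the lists fitted the hg38 reference used here, with 0 peaks past a chromosome end. Peaks on chromosomes 1 to 22 and X were analysed, and 98 peaks of MCF-7, 109 of U2OS and 80 of RPE-1 elsewhere were left out, of which 67, 53 and 58 were mitochondrial. Annotation was GENCODE release 44 with 251784 transcripts, a later release than the one the authors used, so that a start counted as annotated here may not have been so in the study. A peak was called annotated when a transcript start on its strand fell within it, and a gene active when such a peak existed. The position of a peak was its midpoint. Among peaks with a single annotated start, that start lay at a median of 26.8%, 26.8% and 25.7% of the width from the 5′ end in MCF-7, U2OS and RPE-1, so midpoints shorten convergent and lengthen divergent distances.

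Divergent pairs were adjacent minus and plus peaks with midpoints 1 to 400 bp apart, and convergent pairs adjacent plus and minus peaks 1 to 2500 bp apart. The host of a convergent pair was taken from the annotation, since the peak lists hold no expression for the orientation that the study used. Chance was set by 100 shifts of the minus strand by 100000 to 5000000 bp on each chromosome and by 100 random reassignments of strands within chromosomes. In both models a peak kept its annotated mark, also where its strand changed. Genomic classes were assigned to midpoints in the order annotated start, within 500 bp of one, 3′ untranslated region, coding exon, 5′ untranslated region, non-coding exon, intron, antisense to a gene and intergenic. CpG-island-like meant a GC content of at least 50% and a CpG observed to expected ratio of at least 0.6 in 1000 bp around the midpoint. p53 response elements were pairs of abutting half-sites of 20 bp in all, with the central C and G of each required and at most 2 other mismatches, from 500 bp upstream to 2500 bp downstream.

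Gene lists, 22 in all, were fixed before the data were examined, and 1 older symbol was matched through its current name. List members were compared with all other protein-coding genes, or all other active ones, by two-sided Fisher's exact tests with Benjamini–Hochberg adjustment over 66 and 62 tests. Medians were compared by permutation with 100000 resamples, and shares have exact Clopper–Pearson 95% intervals, which cover counting error only. Genes were named by a rule fixed at the same time: 12 loci set in advance, up to 10 members of each list whose activity differed between lines, ranked by the summed width of start peaks, the 10 leading genes active in one line only, and the 10 convergent pairs of protein-coding genes found in all lines whose distance was shortest in any one line, the rule leaving open which line counts. Genes on the Y chromosome and XIST were left out. Alternatives covered pairing distances, the position within a peak, the pairing rule, the definition of an annotated start, list size, peak width and overlap rules. The pairing, search and permutation steps were tested on simulated data. Summed over 4 kinds of pairing, in which the same peaks recur, 3000 of 3000 expected pairings were recovered, as were 900 of 900 planted elements. Simulated groups of peaks lay far apart, so pairing among crowded peaks was not tested. The number of columns of per-sample values left unused was 0. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 was used, and SAMtools 1.23.1 indexed the genome.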

Results

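Transcription start sites (TSSs) were mapped by cap analysis of gene expression (CAGE–seq), in which the 5′ ends of capped RNAs are sequenced, in 3 human cell lines: MCF-7, an oestrogen receptor-positive breast cancer line, U2OS, an osteosarcoma line, and RPE-1, a non-cancerous retinal pigment epithelium line immortalized with telomerase. Cells were treated for 24 h with 10 µM Nutlin-3a, which blocks the p53 antagonist MDM2 and so stabilizes p53, or with the solvent DMSO. The 20 libraries comprised 4 per treatment in MCF-7 and 3 per treatment in U2OS and in RPE-1. The lists used here hold one set of merged peaks per line and strand, with both treatments and all replicates joined, and no value per peak other than its position. The response to Nutlin-3a was therefore not analysed here, and neither the depth of each library nor a replicate error can be read from the lists. Intervals given below are exact Clopper–Pearson 95% intervals and cover counting error only.

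In MCF-7, 84455 peaks were analysed on the autosomes and the X chromosome, compared with 116799 in U2OS and 85198 in RPE-1. Peaks over an annotated transcript start on their own strand made up 23.5% (23.2–23.8%) of the MCF-7 list, 21.0% (20.7–21.2%) of the U2OS list and 25.2% (24.9–25.5%) of the RPE-1 list. A further 20.3% of MCF-7 peaks, 14.3% of U2OS peaks and 16.2% of RPE-1 peaks lay within 500 bp of such a start. Peaks within introns formed 17.2% (16.9–17.4%) of the U2OS list but 9.97% (9.77–10.2%) of the MCF-7 list and 8.36% (8.17–8.55%) of the RPE-1 list. Intergenic peaks were likewise more frequent in U2OS (12.1%, 11.9–12.3%) than in MCF-7 (7.72%, 7.54–7.90%) or RPE-1 (6.15%, 5.99–6.31%). Peaks within 3′ untranslated regions accounted for 16.1% in MCF-7, 13.9% in U2OS and 21.5% in RPE-1, and those within coding exons for 10.6%, 8.02% and 11.4%. MCF-7 peaks were the narrowest, with a median width of 58 bp (quartiles 50 and 91 bp), whereas the medians were 107 bp (93 and 144 bp) in U2OS and 109 bp (93 and 145 bp) in RPE-1.

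**Figure D1:**
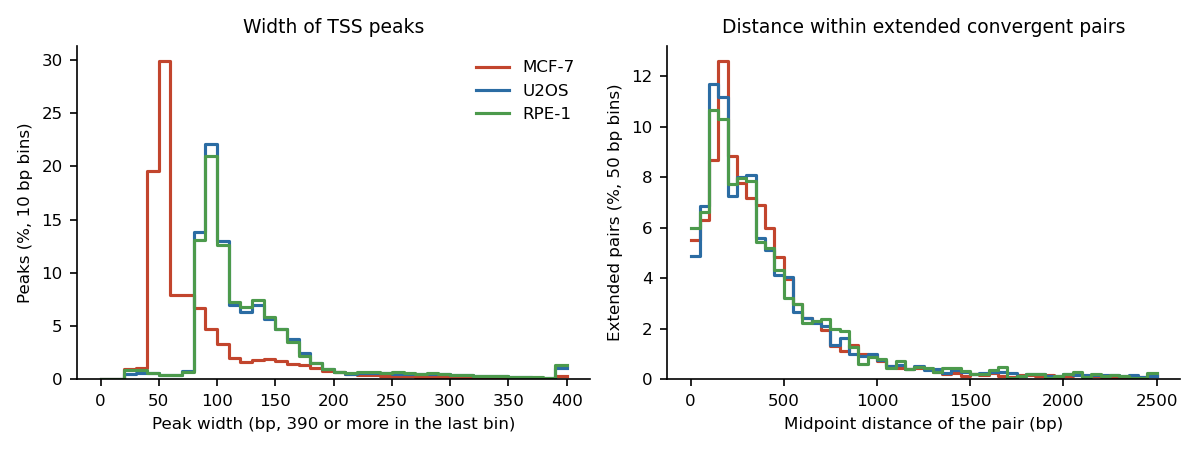
Left, share of TSS peaks (%, y axis) by peak width (bp, x axis, 10 bp bins) in MCF-7, U2OS and RPE-1; right, share of extended convergent pairs (%, y axis) by the distance between peak midpoints (bp, x axis, 50 bp bins). The most frequent width was 48 bp in MCF-7 and 87 bp in U2OS and RPE-1, while the distance curves of the 3 lines overlap, with medians of 302 bp in MCF-7, 302 bp in U2OS and 305 bp in RPE-1.

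Luminal breast and epithelial genes had active TSSs throughout in MCF-7. Of 19970 protein-coding genes, 12441 (62.3%, 61.6–63.0%) had an active TSS, defined as a peak over an annotated start, in MCF-7, 13758 (68.9%, 68.2–69.5%) in U2OS and 12273 (61.5%, 60.8–62.1%) in RPE-1, and 10837 were active in all 3 lines. All 23 luminal breast and oestrogen response genes were active in MCF-7 (adjusted p = 0.000124, two-sided Fisher's exact test against all other protein-coding genes, Benjamini–Hochberg over 66 tests), against 12 in U2OS (adjusted p = 0.148) and 10 in RPE-1 (adjusted p = 0.126). ESR1, the oestrogen receptor, PGR, the progesterone receptor, KRT19, AGR2, TFF3 and TFAP2C had an active TSS in MCF-7 alone, MUC1, CA12 and PRLR in MCF-7 and U2OS, and TFAP2A in MCF-7 and RPE-1. The 18 epithelial genes were all active in MCF-7 (exact adjusted p = 0.000849), whereas 6 were active in U2OS (adjusted p = 0.0069) and 5 in RPE-1 (adjusted p = 0.0114), fewer than among other genes. CDH1, encoding E-cadherin, the splicing regulators ESRP1 and ESRP2, ELF3, GRHL2, CLDN3 and CLDN7 were active in MCF-7 alone. With starts up to 500 bp from a peak counted, the epithelial share in U2OS was 50% (exact adjusted p = 0.0943). EPCAM and PRSS8 were also active in U2OS, and MARVELD2 in RPE-1.

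Mesenchymal and matrix genes were active in 25 of 27 cases in U2OS (exact adjusted p = 0.0114), 20 in RPE-1 (adjusted p = 0.272) and 13 in MCF-7 (adjusted p = 0.207). Among peaks at or above the median width the U2OS share was 81.5% (exact adjusted p = 0.140). VIM, encoding vimentin, ZEB2, LOX, PRRX1, CDH2, PDGFRB and SPARC were active in U2OS and RPE-1 but not in MCF-7, TWIST1 was active in RPE-1 alone, and COL6A2 and COL5A1 were active in MCF-7 and U2OS. Of 11 osteoblast genes, 3 were active in MCF-7 (exact adjusted p = 0.043), 6 in U2OS (adjusted p = 0.359) and 7 in RPE-1 (adjusted p = 1). The MCF-7 difference did not pass among peaks at or above the median width (exact adjusted p = 0.0956). COL11A1, PTH1R and SPP1 were active in U2OS and RPE-1, MSX2 in MCF-7 and U2OS, and BGLAP and IBSP in RPE-1 alone. Of 15 retinal pigment epithelium genes, 6 were active in RPE-1 (exact adjusted p = 0.148), and 4 each in MCF-7 (adjusted p = 0.012) and U2OS (adjusted p = 0.00238). PAX6, SIX3 and OTX2, transcription factors of eye development, were active in RPE-1 alone. LRAT was active in MCF-7 and RPE-1, SERPINF1 in MCF-7 and U2OS, and RLBP1 in U2OS alone.

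The HOX clusters, which hold the homeobox genes of body axis patterning, had an active TSS at 27 of 39 genes in U2OS (exact adjusted p = 1), 11 in MCF-7 (adjusted p = 8.25e-05) and 4 in RPE-1 (adjusted p = 6.42e-10). With starts up to 500 bp from a peak counted, the HOX share was 48.7% in MCF-7 (exact adjusted p = 0.0487) and 20.5% in RPE-1 (adjusted p = 5.46e-07). HOXC9, HOXC10, HOXC13 and HOXA4 were active in MCF-7 and U2OS, HOXB9 in U2OS and RPE-1, and HOXD8, HOXA10, HOXB2, HOXB3 and HOXB6 in U2OS alone. Cancer-testis genes, normally expressed in germ cells, were active in 12 of 22 cases in U2OS (exact adjusted p = 0.208), 1 in RPE-1 (adjusted p = 2.28e-07) and 0 in MCF-7 (adjusted p = 6.2e-09). Among peaks at or above the median width the U2OS share was 40.9%, fewer than among other genes (exact adjusted p = 0.0421). PRAME, MAGEA1, MAGEA4, MAGEA6, MAGEB2, MAGEC1, PAGE2, PAGE5 and XAGE1B were active in U2OS alone, and PAGE1 also in RPE-1. Of 10 protein-coding telomere maintenance genes, 10 were active in MCF-7 (exact adjusted p = 0.0304), 9 in U2OS (adjusted p = 0.222) and 8 in RPE-1 (adjusted p = 0.359). TERT, encoding the catalytic subunit of telomerase, was active in MCF-7 alone, with a single start peak of 58 bp. Because RPE-1 was immortalized with telomerase, the lack of a peak there does not show that telomerase was missing. TERF2 had no peak over an annotated start in RPE-1. Differences between lines in the share of a list were not tested as such.

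Proliferation and housekeeping genes were active in nearly all cases. Of 40 DREAM cell cycle targets, which are repressed downstream of p53, 39 were active in MCF-7 (exact adjusted p = 1.34e-06) and 40 each in U2OS (adjusted p = 2.3e-06) and RPE-1 (adjusted p = 5.8e-08), the exception being TPX2. Of 20 housekeeping genes, 19 were active in MCF-7 (exact adjusted p = 0.00408), where HPRT1 lacked a peak over an annotated start, and 20 each in U2OS (adjusted p = 0.00238) and RPE-1 (adjusted p = 0.000282). All members of both lists were active in MCF-7 when starts up to 50 bp from a peak were counted, so that the absence of TPX2 and HPRT1 there holds only for peaks that cover a start. Among peaks at or above the median width the housekeeping shares were 85% in U2OS (exact adjusted p = 0.135) and 80% in RPE-1 (adjusted p = 0.101). Of 80 ribosomal protein genes, 78, 79 and 78 were active in MCF-7, U2OS and RPE-1, with exact adjusted p of 1.69e-12, 1.9e-10 and 1.32e-12, and RPL10L was the member that differed. Replication-dependent histone genes were active in 62 of 68 cases in MCF-7 (exact adjusted p = 7.43e-07), 56 in U2OS (adjusted p = 0.0304) and 55 in RPE-1 (adjusted p = 0.00182). With starts up to 500 bp from a peak counted, the U2OS difference did not pass (exact adjusted p = 0.0895). Among peaks at or above the median width of each list the shares fell below those of other genes in all 3 lines, at 50% in MCF-7 (exact adjusted p = 0.225), 20.6% in U2OS (adjusted p = 4.02e-12) and 27.9% in RPE-1 (adjusted p = 4.84e-06). Members that differed between lines included H3C13, H2AC25 and H2BC26, which had no active TSS in U2OS, H4C9, which had none in MCF-7, and H2BC3, which had none in RPE-1. H1-1, H2BC1 and H2AC1 were active in U2OS alone, and H2BC9 and H3C7 in MCF-7 alone.

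Among p53 targets, 43 of 45 were active in MCF-7 (exact adjusted p = 1.58e-06), 42 in U2OS (adjusted p = 0.00043) and 44 in RPE-1 (adjusted p = 1.04e-07). TRIM22 was missing in MCF-7, SPATA18 in U2OS, TNFRSF10D was active in RPE-1 alone and TNFRSF10C in MCF-7 alone. All 6 RFX7 targets were active in each line, with exact adjusted p of 0.126 in MCF-7, 0.222 in U2OS and 0.126 in RPE-1. All 7 inhibitors of the INK4 and CIP/KIP families were active in MCF-7 (exact adjusted p = 0.0786) and U2OS (adjusted p = 0.148), and 6 in RPE-1 (adjusted p = 0.297), where CDKN2D lacked an active TSS. The RPE-1 share was 100% when starts up to 50 bp from a peak were counted (exact adjusted p = 0.0771). Interferon response genes were active in 18, 19 and 20 of 24 cases in MCF-7, U2OS and RPE-1, with exact adjusted p of 0.326, 0.396 and 0.0561. The RPE-1 share passed with starts up to 500 bp from a peak counted (87.5%, exact adjusted p = 0.0331). USP18, IFI44L and IFI44 were active in U2OS and RPE-1, CGAS in MCF-7 and U2OS, IRF7 in MCF-7 and RPE-1, OAS2 in RPE-1 alone and IFI27 in MCF-7 alone.

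Most markers of other cell types had no active TSS. Of 14 immune cell genes, 0 were active in MCF-7 (exact adjusted p = 5.91e-06), 2 in U2OS (CD3D and CD8A, adjusted p = 0.000131) and 1 in RPE-1 (CD3D, adjusted p = 0.000131). Endothelial genes were active in 1, 3 and 2 of 8 cases in MCF-7, U2OS and RPE-1 (exact adjusted p = 0.0114, 0.152 and 0.0925), with ERG and TEK active in U2OS alone and TIE1 in RPE-1 alone. With starts up to 500 bp from a peak counted, the endothelial share in MCF-7 was 37.5% (exact adjusted p = 0.171). Among peaks at or above the median width, the shares of endothelial genes in U2OS (25%, exact adjusted p = 0.0430) and of hepatocyte genes in MCF-7 (20%, exact adjusted p = 0.0390) passed as lower. Hepatocyte genes were active in 3, 2 and 2 of 10 cases (exact adjusted p = 0.0778, 0.00454 and 0.0304), and FGB was active in MCF-7 alone. Genes of erythroid cells and striated muscle were active in 1, 1 and 0 of 12 cases (exact adjusted p = 0.000513, 9.28e-05 and 5.04e-05), HBA1 in MCF-7 and TNNT2 in U2OS. Pluripotency genes were active in 2, 1 and 0 of 8 cases (exact adjusted p = 0.0916, 0.00386 and 0.00134), with SOX2 in MCF-7 and U2OS and POU5F1 in MCF-7. The MCF-7 difference for pluripotency genes passed with starts up to 50 bp (exact adjusted p = 0.0461) or 500 bp (0.0398) from a peak and among peaks at or above the median width (0.0213). Neuronal genes did not follow this pattern, since 8, 9 and 6 of 10 were active (exact adjusted p = 0.359, 0.222 and 1). Of these, SLC17A7 and SYP were active in MCF-7 and U2OS, and RBFOX3 in U2OS alone.

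**Figure D2:**
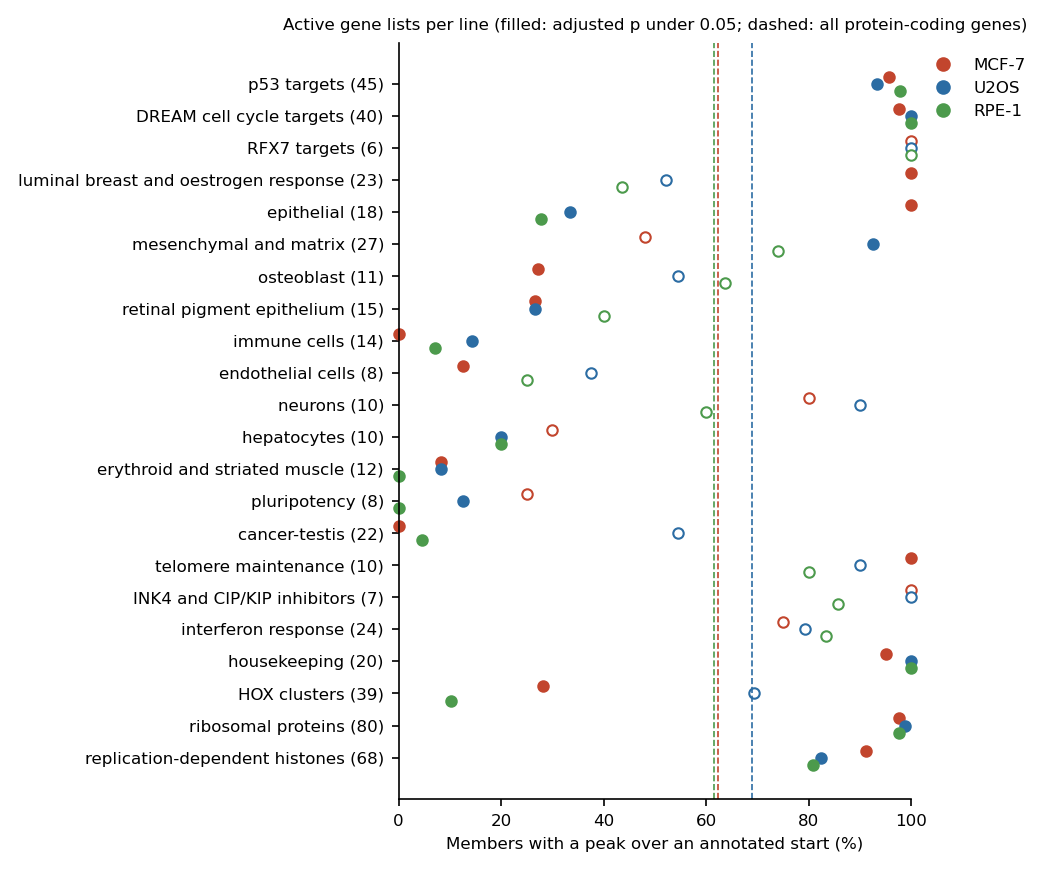
Share of the protein-coding members of each fixed gene list (y axis, number of members in brackets) with a peak over an annotated start (%, x axis) in each line; filled points have an adjusted p under 0.05 and dashed lines mark the share of all protein-coding genes. Luminal breast and epithelial genes lie at 100% in MCF-7, whereas HOX genes reach 69.2% and cancer-testis genes 54.5% in U2OS.

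Genes active in a single line numbered 581 in MCF-7, 1192 in U2OS and 254 in RPE-1. Ranked by the summed width of their start peaks, the leading MCF-7 genes were ESR1 (563 bp, with a 369 bp peak on chromosome 6 at 151808953–151809321), FXYD3, DOK7, EPS8L1, CAPN12, ADAMTS19, ESRP1, ACTR3C, KRT19 and CDH1. In U2OS they were LRRC4C (845 bp), TMEM200C, PAX7, TLL1, EYA1, CCND2, RCAN2, GABRG2, FGF11 and NKX3-2. PAX7, EYA1 and NKX3-2 encode developmental transcription regulators, and CCND2 encodes cyclin D2. In RPE-1 they were PAX6 (1098 bp over 6 start peaks), SIX3 (a single peak of 975 bp on chromosome 2 at 44941695–44942669), BMPER, SVEP1, FLI1, ME3, SIGLEC15, MME, ATP10A and TWIST1. Coordinates here and below are hg38.

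Divergent transcription was widespread. Minus-strand peaks followed by a plus-strand peak within 400 bp, the arrangement of a bidirectional promoter, formed 9510 pairs in MCF-7, 15755 in U2OS and 8683 in RPE-1. There were 5981, 10044 and 4698 pairs among peaks at or above the median width, and U2OS thinned at random to the size of the smallest list, which breaks pairs by construction, held a mean of 8390. In the full lists the median distance between midpoints was 178 bp (quartiles 133 and 237 bp) in MCF-7, 209 bp (163 and 269 bp) in U2OS and 211 bp (163 and 273 bp) in RPE-1. Peaks were wider in U2OS and RPE-1, and wider peaks lengthen divergent midpoint distances. The medians therefore do not by themselves show wider spacing of starts there, and the limit of 400 bp was stricter in these lines. In MCF-7, 1772 pairs had an annotated start in both members, 4518 in one member and 3220 in neither, and the corresponding numbers were 2316, 7168 and 6271 in U2OS and 1896, 3949 and 2838 in RPE-1. Shifting the minus strand along each chromosome left a mean of 374.4 pairs in MCF-7, 619.2 in U2OS and 315.7 in RPE-1. Reassigning strands at random to the same positions gave 7746 ± 64.5, 9482 ± 74.5 and 6634 ± 52.5 pairs (SD, 100 draws), so that the observed numbers were 1.23, 1.66 and 1.31 times larger. None of the 100 draws of either model reached the observed number in any line, which gives p = 0.0099 (permutation), the smallest that 100 draws allow.

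Convergent promoters were counted in a strict and in a wider definition. Core convergent promoters consisted of consecutive divergent pairs whose inner peaks faced each other within 2500 bp, with an annotated start at an inner peak, and numbered 1413 in MCF-7, 2073 in U2OS and 1053 in RPE-1. They numbered 679, 1076 and 395 among peaks at or above the median width, and a mean of 646.5 in the thinned U2OS list. The counts of the full lists were 2.48, 3.52 and 3.05 times the means after strand reassignment and 76.9, 95.4 and 78.8 times those after strand shifts, and 0 of 100 draws of either model reached them (permutation p = 0.0099, the smallest possible). Extended convergent promoters needed only adjacent plus- and minus-strand peaks that faced each other within 2500 bp, either or both over an annotated start. They numbered 4154 in MCF-7, 5383 in U2OS and 3811 in RPE-1. Peaks at or above the median width, paired alone, formed 2728, 3491 and 2188, and the thinned U2OS list a mean of 3141. The full lists exceeded the shifted ones 8.83, 6.87 and 7.88 times, with 0 of 100 draws as large. After strand reassignment, however, more extended pairs were formed than observed in all 100 draws, with means of 4763 ± 50.6, 6180 ± 54.6 and 4710 ± 49.3 (SD), so that the observed counts were 0.872, 0.871 and 0.809 of that model. Peaks kept their annotated mark when their strand changed, so the reassigned pairs need not hold a start on a peak's own strand. These ratios therefore do not compare like with like.

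**Figure D3:**
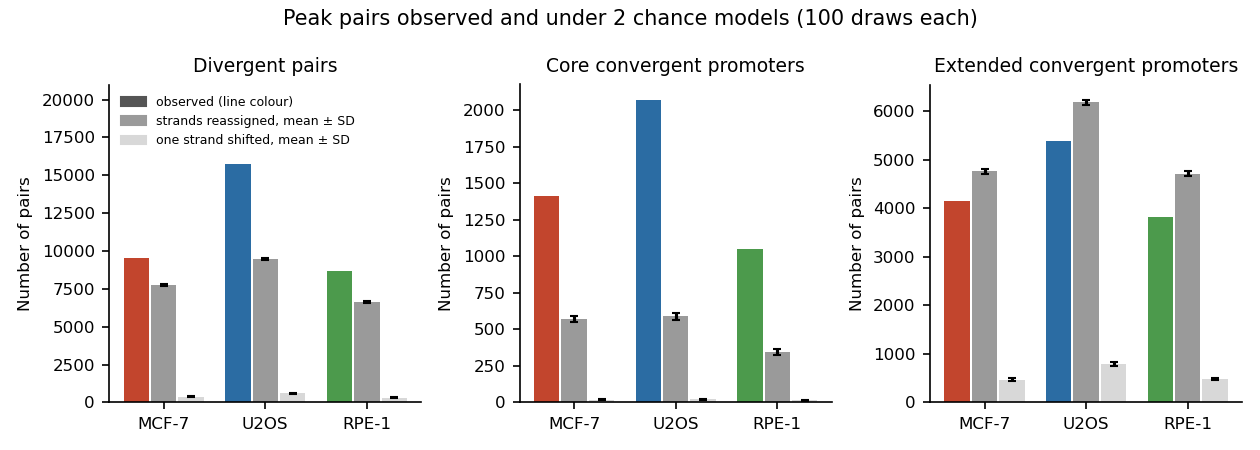
Number of pairs (y axis) observed in each line (coloured bars), and the mean ± SD of 100 draws after random reassignment of strands (dark grey) and after a shift of the minus strand (light grey), for divergent pairs, core and extended convergent promoters. Observed core promoters (1413 in MCF-7, 2073 in U2OS and 1053 in RPE-1) exceed both models, whereas observed extended promoters lie below the strand reassignment. In the reassignment, peaks kept their annotated mark whatever their new strand.

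Of the peaks over an annotated start, 23.3% (22.7–23.9%) in MCF-7, 24.6% (24.1–25.1%) in U2OS and 20.6% (20.04–21.1%) in RPE-1 belonged to an extended convergent promoter. At the level of genes, 3408 active protein-coding genes in MCF-7 (27.4%), 4095 in U2OS (29.8%) and 3146 in RPE-1 (25.6%) had a convergent promoter. Among the 10837 genes active in all 3 lines, 1638 had one in every line, compared with 272.0 for independent lists. The distance between the facing peaks ranged from 1 bp to 2494 bp in MCF-7, and its median was 302 bp in MCF-7, 302 bp in U2OS and 305 bp in RPE-1. Distances of up to 300 bp were found in 49.7%, 49.9% and 49.3% of pairs, distances above 300 and up to 800 bp in 39.7%, 37.7% and 37.8%, and longer ones in 10.5%, 12.4% and 12.9%. In core promoters the medians were 330.0, 332 and 328 bp. Facing peaks overlapped in part in 13.2% (12.2–14.2%) of extended pairs in MCF-7, 23.8% (22.6–24.9%) in U2OS and 22.7% (21.4–24.1%) in RPE-1, where peaks were wider.

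Most antisense partners were not annotated. Seen from each annotated host start, the downstream antisense TSS (daTSS) itself overlapped an annotated start in 20.1% (18.9–21.3%) of cases in MCF-7, 21.3% (20.2–22.3%) in U2OS and 27.4% (26.1–28.7%) in RPE-1. Annotated partners were starts of protein-coding genes for 13.4%, 14.2% and 18.1% of hosts and of long non-coding RNA genes for 6.50%, 6.77% and 8.86%. The daTSS lay in an exon of a host transcript in 45.8% (44.4–47.3%), 47.5% (46.2–48.8%) and 47.7% (46.2–49.1%) of cases, in an intron in 52.0%, 49.9% and 49.4%, and beyond the transcript end in 2.21%, 2.66% and 2.92%.

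Annotated starts were shared between lines far more often than other peaks. By an overlap of at least 1 bp, 78.2% of annotated start peaks of MCF-7 were found in all 3 lines, as were 67.3% of those of U2OS and 75.8% of those of RPE-1, compared with 40.7%, 25.7% and 37.5% of other peaks. For all peaks together these shares were 49.5%, 34.4% and 47.1%. Extended convergent pairs, for which both members had to overlap, were found in all lines in 30.3%, 23.7% and 33.2% of cases, and in the line alone in 45.3% in MCF-7, 45.3% in U2OS and 31.2% in RPE-1. Requiring a reciprocal overlap of 50% lowered the shares of all peaks to 26.97%, 21.0% and 29.9%.

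FAS and ACTA2 start face to face on chromosome 10. FAS encodes a death receptor on the plus strand, and ACTA2, encoding smooth muscle actin, lies on the minus strand. In MCF-7 the FAS peak at 88990775–88990881 faced the ACTA2 peak at 88991252–88991349 at a distance of 473 bp, and the same arrangement was found at 378 bp in U2OS and 537 bp in RPE-1. The ACTA2 peaks lay in intron 1 of the canonical FAS transcript. At BAX, encoding a pro-apoptotic protein, on chromosome 19, an unannotated antisense peak at 48955108–48955187 lay 260 bp downstream of the host peak midpoint in MCF-7, and at 203 bp in U2OS and 228 bp in RPE-1, in intron 1 of the canonical transcript. At CDKN1A on chromosome 6, encoding the cyclin-dependent kinase inhibitor p21, the unannotated partner lay at 756, 755 and 723 bp. The host there was the upstream of 2 annotated start peaks, at 36676472–36676575 in MCF-7 against 36678709–36678765. Its partner lay outside the canonical transcript. CCNG1, encoding cyclin G1, on chromosome 5 had partners at 277 and 259 bp in MCF-7 and U2OS, whereas a peak of 32 bp at 163437653–163437684 faced the host peak at 37 bp in RPE-1.

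At the other fixed loci, PIK3IP1, an RFX7 target on the minus strand of chromosome 22, had an unannotated plus-strand peak 1496, 1494 and 1422 bp downstream, at 31290900–31291039 in MCF-7. No peak overlapped an annotated start of PIK3IP1-DT in any line. According to the study, the annotation lacks the true start of this transcript, whose promoter lies downstream of the PIK3IP1 TSS. The missing overlap therefore does not show that PIK3IP1-DT had no active start. The partner of EPHA2, encoding an ephrin receptor on chromosome 1, lay at 836 bp in MCF-7, over a start of EPHA2-AS1, and at 750 bp in U2OS and RPE-1, over no annotated start. MIR34AHG, the host transcript of the p53-induced microRNA miR-34a, and LNCTAM34A on the opposite strand overlapped, with midpoints 60.5, 36 and 74.5 bp apart. MDM2 on chromosome 12 had partners at 477 bp in MCF-7 and 610 bp in RPE-1. Its widest start peak in U2OS, at 68843681–68843872, was in no extended pair, and its promoter peak there faced a peak at 601 bp with another peak between them. GADD45A, encoding a stress sensor on chromosome 1, was in an extended pair in U2OS only (1386 bp), with facing peaks at 1507 bp in MCF-7 and 1389 bp in RPE-1 that were not adjacent. PTP4A1, encoding a phosphatase on chromosome 6, had 1 start peak in each line, and none was in an extended pair. The study, in contrast, reported a convergent promoter there with downstream antisense RNAs. In its experiments, mutating the downstream p53 element lowered both PTP4A1 and the antisense RNA. Why no pair was found here was not tested.

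**Figure D4:**
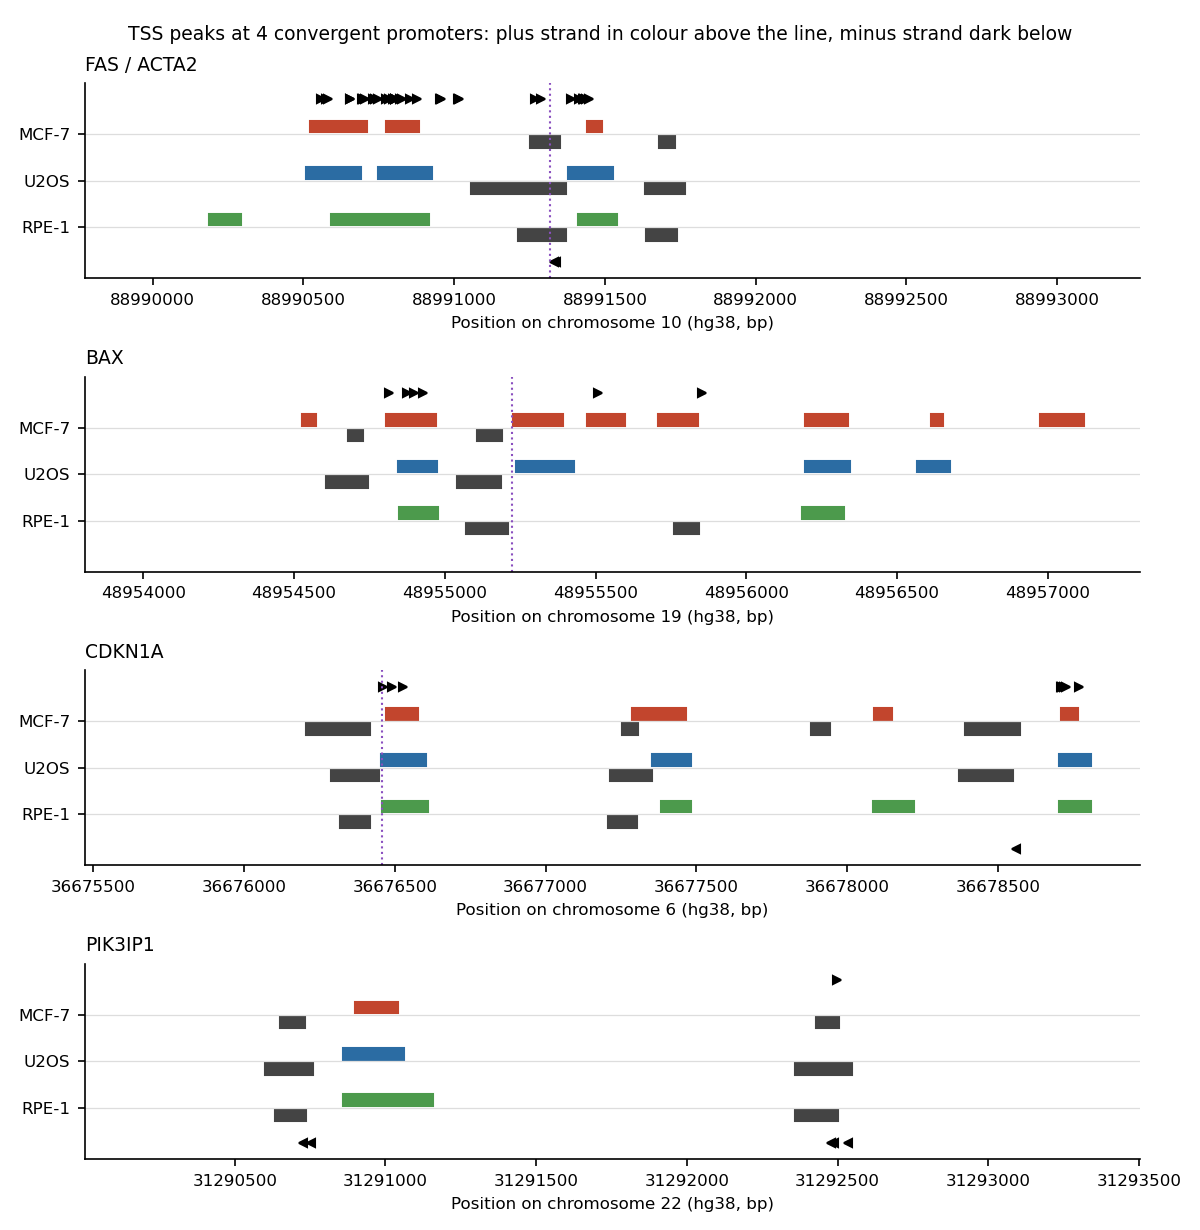
TSS peaks at the FAS and ACTA2, BAX, CDKN1A and PIK3IP1 promoters (x axes, hg38 position in bp) in MCF-7, U2OS and RPE-1 (y axes), with plus-strand peaks in colour above each line and minus-strand peaks dark below; arrowheads mark annotated transcript starts by strand and dotted lines matches to the p53 response element. In each line a minus-strand peak faces the plus-strand FAS and BAX starts and the upstream CDKN1A start, at 473, 260 and 756 bp in MCF-7.

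In MCF-7 and U2OS, p53 targets carried convergent promoters more often than other active genes, whereas the difference in RPE-1 did not pass the threshold. They did so in 21 of 43 cases in MCF-7 (48.8% against 27.3%, adjusted p = 0.047, two-sided Fisher's exact test, Benjamini–Hochberg over 62 tests), 22 of 42 in U2OS (52.4% against 29.7%, adjusted p = 0.044) and 19 of 44 in RPE-1 (43.2% against 25.6%, adjusted p = 0.106). Besides FAS, BAX, CCNG1 and CDKN1A, members with a convergent promoter in all lines were SESN1, RRM2B, DDB2, AEN, RPS27L, PHLDA3, ACTA2 and EPHA2. FAS and ACTA2, which face each other in the same pair, were each counted as a case in every line, so these cases are not independent. The list contains loci that the study itself displayed as convergent and is in that respect not independent evidence. Without those loci the shares were 44.4%, 45.7% and 37.8%, with exact adjusted p of 0.167 in MCF-7, 0.167 in U2OS and 0.301 in RPE-1, and without all loci of the naming rule they were 41.2%, 45.5% and 34.3%, with adjusted p of 0.285, 0.228 and 0.728. Both alternatives were chosen after the values were seen. Within 1000 bp the share was 44.2% in MCF-7 and 47.6% in U2OS (exact adjusted p = 0.0916 each). Housekeeping genes had convergent promoters in 13 of 19 cases in MCF-7 (68.4%, exact adjusted p = 0.00948), with 12 of 20 in U2OS (adjusted p = 0.0663) and 11 of 20 in RPE-1 (adjusted p = 0.0663). Ribosomal protein genes had them less often in MCF-7, in 8 of 78 cases (10.3% against 27.5%, exact adjusted p = 0.00948), whereas the shares were 27.8% in U2OS (adjusted p = 1) and 20.5% in RPE-1 (adjusted p = 0.894). With any facing peak within 2500 bp as partner, the ribosomal share was 23.1% in MCF-7 (exact adjusted p = 0.208) and 48.7% in RPE-1, there above other genes (adjusted p = 0.0143). RFX7 targets had convergent promoters in 5, 4 and 4 of 6 cases (exact adjusted p = 0.0663, 0.224 and 0.150), and DREAM targets in 8 of 39, 11 of 40 and 12 of 40 cases (adjusted p = 0.894, 1 and 1). At adjacent pairs within 2500 bp, no other list passed the threshold in any line, including luminal genes in MCF-7 (12 of 23, exact adjusted p = 0.106), mesenchymal genes in RPE-1 (10 of 20, adjusted p = 0.106) and HOX genes in U2OS (14 of 27, adjusted p = 0.106). With any facing peak within 2500 bp, the shares were 69.6% (exact adjusted p = 0.0133), 60% (adjusted p = 0.0406) and 77.8% (adjusted p = 0.000279) for these lists, and housekeeping genes in RPE-1 (60%, adjusted p = 0.0406) and epithelial genes in MCF-7 (66.7%, adjusted p = 0.0357) also passed. Mesenchymal genes in MCF-7, with a share of 0%, then passed as lower (exact adjusted p = 0.0446), and histone genes in U2OS passed as higher within 5000 bp (50%, exact adjusted p = 0.0413).

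Matches to the p53 response element were concentrated at p53 targets. The list was made of known p53 targets, so a higher share there checks the search and is not independent evidence. A match to a pair of RRRCWWGYYY half-sites, from 500 bp upstream to 2500 bp downstream of the widest start peak, was found at 14 of 43 targets in MCF-7 (32.6%, 19.1–48.5%), compared with 2.18% (1.93–2.45%) of the other active genes (p = 3.28e-13, two-sided Fisher's exact test). The shares were 28.6% (15.7–44.6%) against 2.20% in U2OS (exact p = 9.71e-11) and 31.8% (18.6–47.6%) against 2.08% in RPE-1 (p = 2.56e-13). DREAM targets had a match in 2 cases in each line (exact p = 0.223, 0.232 and 0.217). The FAS and ACTA2 locus held a match at 88991309–88991328 on chromosome 10 (GGACAAGCCCTGACAAGCCA), within the ACTA2 start peaks. That match was counted for both genes in each line. At BAX the match at 48955213–48955232 (GGGCAGGCCCGGGCTTGTCG) lay 75.5 bp from the daTSS and 335 bp from the host start in MCF-7. The matches of RRM2B, TNFRSF10B, SPATA18 and CMBL were likewise nearer the daTSS in MCF-7. Those of CDKN1A and AEN were nearer the host start in each line. The CDKN1A host was its upstream start peak, whose partner lay outside the canonical transcript. The DDB2 match, at the same place in all lines, was nearer the host start in MCF-7 and U2OS. In RPE-1 the widest start peak, taken as host, was another one lying farther upstream. The match there lay 169.5 bp from the daTSS and 468 bp from the host start, a change that follows from the choice of host. For GADD45A the match at 67686775–67686794 on chromosome 1 lay 147 bp from the daTSS and 1533 bp from the host start in U2OS.

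Convergent promoters were rich in CpG dinucleotides. A CpG-island-like sequence surrounded 89.1% (88.2–89.99%) of annotated start peaks in convergent promoters and 72.5% (71.7–73.2%) of the others in MCF-7 (odds ratio 3.11, p = 1.8e-135, two-sided Fisher's exact test). The shares were 82.4% (81.4–83.3%) against 64.9% (64.2–65.5%) in U2OS (odds ratio 2.53, exact p = 1.14e-154) and 83.6% (82.5–84.7%) against 66.8% (66.1–67.5%) in RPE-1 (odds ratio 2.54, p = 4.09e-115). The median GC content was 65.2% against 61.8% in MCF-7, 64.2% against 60.5% in U2OS and 64.4% against 60.7% in RPE-1 (permutation p = 1e-05 in each line, the smallest that 100000 resamples can give). Annotated start peaks in convergent promoters were also wider, with medians of 98 against 90 bp in MCF-7, 156 against 146 bp in U2OS and 153 against 143 bp in RPE-1 (permutation p = 1e-05 each). Within CpG-island-like peaks the difference was 5 bp in MCF-7, 3 bp in U2OS and 4 bp in RPE-1, and in the remaining peaks 14, 22 and 21 bp. Peaks of one list are not replicates, and these p-values describe the lists only.

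Convergent promoters of a pair of protein-coding genes were found for 172 gene pairs in MCF-7, 243 in U2OS and 227 in RPE-1, and 117 of 309 pairs were present in all lines. Ranked by the shortest distance in any one line, the pairs in all lines began with ZBTB1 and ZBTB25 (682, 10.5 and 500.0 bp in MCF-7, U2OS and RPE-1), ARMC6 and SUGP2 (125, 66 and 14.5 bp), KRT18 and KRT8 (694, 27 and 670 bp) and DARS2 and CENPL (206, 117 and 30.5 bp). They were followed by ANKIB1 and KRIT1, IZUMO4 and MOB3A, MBD5 and ORC4, MAPK7 and B9D1, NKTR and SEC22C, and ZCWPW2 and AZI2. KRT8 and KRT18, on chromosome 12, encode the paired keratins of simple epithelia. Their distances are between single start peaks, and KRT8 had 6 start peaks in MCF-7, 5 in U2OS and 4 in RPE-1. These distances need not be those between the main promoters of the genes.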

Values the study reported

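For the convergent TSSs of its strict set, built from paired divergent promoters, the study reported a median of 413 bp, the shortest distance being 2 bp and the longest 2,301 bp. Pairing facing peaks directly, its wider set, gave between ~4,800 and ~6,800 convergent promoters. Convergent promoters took up 24.5–29.2% of its GENCODE-annotated TSS peaks.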

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

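The tests on peak width and on the 3 named chromosome regions below were chosen after the values they concern had been seen, while the tests on neighbouring regions and on genes active in all lines were fixed before their results were seen, although totals per chromosome were known, and the test on the narrowest peaks was redefined by RPE-1 width after a first version, by MCF-7 width, had been seen to be biased by that choice.

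Peaks on the mitochondrial chromosome, which lay outside all comparisons, numbered 67 in MCF-7, 53 in U2OS and 58 in RPE-1, and covered 28.6%, 37.6% and 34.4% of both strands.

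MCF-7 peaks were narrower than those of the other lines at the same sites, and over 35077 peaks matched one to one in all lines the median width was 77 bp in MCF-7, 134 bp in U2OS and 128 bp in RPE-1. Different sets of loci are argued against, since the difference at matched peaks was 47 bp (U2OS minus MCF-7). Narrower initiation in MCF-7 is argued against as the whole cause, since the tenth of matched peaks narrowest in RPE-1 still differed by 39 bp (quartiles 21 and 44 bp), but it stays open as a part, since the tenth of them widest in RPE-1 differed by 61 bp (quartiles 16 and 124 bp). The median outward shift, over U2OS and RPE-1 pooled, was 7.8 times larger at the 3′ edge than at the 5′ edge, with medians of 39 and 6 bp for U2OS and 39 and 4 bp for RPE-1. That is consistent with shorter read cover in the MCF-7 libraries, a hypothesis that the lists cannot settle because read lengths per line are not given in the sources used here.

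Some regions held more peaks in one line than list size accounts for. Distal 10q (from 60 Mb) held 3.29% of RPE-1 peaks against 2.37% in MCF-7 and 2.77% in U2OS, 20q (from 30 Mb) held 2.997% of MCF-7 peaks against 1.85% and 1.64%, and 18q (from 20 Mb) held 0.764% of MCF-7 peaks against 0.885% and 1.07%. Across 512 bins of 5 Mb the log2 ratio of one line to the other lines correlated between neighbours (smallest r = 0.36, across bins, which are not replicates, above all 1000 shuffles). The differences thus extended over neighbouring bins. Copy number would give this, but so would any other cause that spans neighbouring bins, so the test cannot single out copy number. The smallest ratio in the direction of the RPE-1 chr10 gain, MCF-7 20q gain or MCF-7 18q loss was 1.16, which restates shares seen when the regions were chosen and leaves copy number there open. For 10q and 20q, unannotated peaks near genes active in all lines were in excess by at least 1.22 times. Peaks of neighbouring genes active in 1 line also fall near such genes. The test therefore cannot decide whether line-specific genes caused the excess, and no other biological explanation was tested.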

How the results depend on the processing

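The position 25% of the width in from the 5′ end, the p53 element search around any start peak and both reduced p53 lists were chosen after values had been seen, and the other alternatives before. No paired analysis was possible because each list pools both treatments and all replicates of a line. Of 566 alternative values, 468 kept their direction and their side of the threshold, or stayed within the bounds set for values without a test, among them all 18 for p53 elements, all 9 for CpG content and all 6 for peak width. Of the kept values, 187 were active shares of gene lists and 181 their convergent shares. The main measures mostly left their bounds: 22 values for the convergent share, against 4 within, and all 9 for extended distances. The same held for all 9 for core distances, all 6 for daTSS annotation and all 6 for sharing between lines. Depth per library is unknown, and its effect on the counts was not tested. Where not stated otherwise, the cause was not tested, and values are given for MCF-7, U2OS and RPE-1 in this order.

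Among peaks at or above the median width, which leaves fewer peaks, there were 5981, 10044 and 4698 divergent pairs, 679, 1076 and 395 core and 2728, 3491 and 2188 extended promoters, and convergent shares of 18.6%, 19.6% and 15.1%. U2OS thinned at random to the size of the smallest list, which breaks pairs by construction and does not mimic a shallower list, held a mean of 8390 divergent pairs, 646.5 core and 3141 extended promoters, with a share of 19.8%. The convergent share was 30.7%, 31.1% and 26.6% with any pair within 2500 bp, 21.9%, 22.8% and 18.99% within 1000 bp, 24.03%, 25.8% and 21.6% within 5000 bp, 24.1%, 26.8% and 21.7% from the 5′ end, and 22.6%, 23.6% and 19.5% with protein-coding starts. It was 22.4% in MCF-7 and 23.9% in U2OS with starts within 50 bp of a peak, and 25.3% in U2OS from the position 25% in.

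Median distances of extended pairs were 348, 344 and 386 bp from the 5′ end, 334, 342 and 347 bp from 25% in, shifts that follow from moving each position outward, and 313, 316 and 318 bp within 5000 bp, where longer pairs are admitted. For core pairs they were 420.0, 467 and 475 bp, 375, 387 and 391 bp, and 349, 373 and 381 bp. The daTSS was annotated in 24.3%, 23.8% and 30.6% of cases with starts within 50 bp, and in 26.3%, 24.99% and 32.3% within 100 bp. Peaks in all lines made up 26.97%, 21.0% and 29.9% by reciprocal overlap and 45.7%, 32.6% and 44.7% by midpoints within 100 bp.

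Among gene lists, histones fell below other genes with wide peaks (50%, 20.6% and 27.9%), a difference that did not pass in MCF-7. Ribosomal proteins in RPE-1 lay above with any pair (48.7%). List and line combinations with more convergent promoters numbered 9 with any pair and 1 within 1000 bp, against 3. The p53 call ended within 1000 bp (44.2% and 47.6% in MCF-7 and U2OS), without the loci the study displayed (44.4% and 45.7%) and without all loci of the naming rule (41.2% and 45.5%), the latter lists being shorter. Exact adjusted p over these alternatives lay between 0.0916 and 0.285. Besides the histone calls for more members, which ended in all 3 lines with wide peaks, active-TSS calls ended in 7 alternative values and arose in 7.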

Other observations

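The test on strand reassignment below was fixed before its result was seen, and the values on CDKN2A were chosen after they had been seen.

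The CDKN2A locus on chromosome 9, which encodes p16INK4a and p14ARF from separate starts, had different start peaks in the lines. In U2OS a single annotated start peak lay at 21974759–21974870, in exon 1 of the canonical transcript. In MCF-7 both start peaks, at 21994252–21994405 and 21995211–21995328, lay outside the canonical transcript, and none overlapped its exon 1. RPE-1 had a start peak at each place, at 21974750–21974916, 21994835–21994953 and 21995231–21995371.

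Peaks found in one line only rarely marked annotated starts. Of 46520 U2OS-only peaks, 3487 lay over an annotated start, as did 1939 of 27334 MCF-7-only peaks and 1609 of 19571 RPE-1-only peaks.

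Extended convergent pairs exceeded shifted strands in each line but not reassigned strands. The largest ratio of observed pairs to the mean after strand reassignment was 0.872, which is consistent with clustering of peaks at active promoters, whatever their strand, as a candidate explanation of the excess over shifted strands. Reassignment also turns divergent pairs into facing ones, and peaks kept their annotated mark when their strand changed. The comparison with reassigned strands therefore cannot separate clustering from convergent pairing. Core promoters exceeded the reassignment, but they are built from divergent pairs, which exceeded it 1.23, 1.66 and 1.31 times. The core excess therefore gives no separate evidence on convergent pairing. No biological explanation was tested.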
